A study of Mus musculus with 16 samples. Its data were reported in "Sirt6 deficiency promotes senescence and age-associated intervertebral disc degeneration in mice" (2025).

How the data were processed

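NP and AF tissue of lumbar and caudal discs from Sirt6 cKO and fl/fl mice at 24 months of age was measured on Mouse Clariom S arrays, with 4 arrays per tissue and genotype. Each array was taken as 1 replicate, since the study pooled the discs of a single animal for each sample. The authors generated biotin-labelled cDNA from total RNA, hybridised and scanned the arrays, and summarised them with the signal space transformation of robust multi-array analysis (SST-RMA) in the Expression Console software. The submitters' processing notes name the Transcriptome Analysis Console. The deposited values are log2 signals per probe set, between 2.56 and 19.9, and no further normalization was applied for the genotype comparisons. Whether NP and AF arrays were normalized together is not given in the sources used here. Scan dates or other batches were not analysed here. Samples were grouped by the tissue and genotype in their labels.

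The table held 28846 probe sets. Platform annotation gave a single gene symbol to 19572 probe sets (19505 distinct symbols, all of them found in the RefSeq gene table used here), 2615 gene probe sets had no name here, and the rest were control probe sets. A probe set was kept when its log2 signal exceeded the 40th percentile of its array on at least 4 of the 16 arrays. This kept 16719 named probe sets. For the 55 symbols with more than 1 probe set, the probe set with the highest mean over all arrays was used, leaving 16665 genes. Probe sets were called over background when they were at least 2-fold above the median of the 23 background control probe sets on that array. A percentile filter was used in place of the detection call of the authors, so many tested genes lay near background.

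Genotypes were compared within each tissue with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on log2 signals, 4 arrays against 4, no covariates) and p-values were adjusted by the method of Benjamini and Hochberg over the 16665 genes. Genes were also counted at the thresholds of the study, an unadjusted p of at most 0.05 and a fold change of at least 1.75. SAM, which the authors name, was written anew in R and used as an alternative. The interaction and the NP against AF contrasts came from 1 limma fit over the 16 arrays. Sirt6 was compared by a two-sided exact permutation test of 4 arrays against 4. The 43 gene lists (27 pathways and 16 cell types) came from textbook knowledge and from the themes and proteins that the study names. The muscle and erythroid lists hold textbook genes, but they were included after muscle and haemoglobin genes had been seen in a display of the study's changed NP genes, which came from the same arrays. They were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry, with adjustment over the lists of a tissue. Fry tests whether the genes of a list move on balance in 1 direction and does not compare them with other genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

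The groups, designs, gene lists, most alternatives and the rule for naming genes were fixed before the data were examined. Genes named per tissue were Sirt6, the proteins the study stained for, the 12 genes per direction with the lowest unadjusted p among those past the thresholds of the study (filling places left by genes at an adjusted p under 0.05), and up to 4 members per described list with the lowest unadjusted p. For the interaction the 10 genes with the lowest p were named, and for NP against AF in fl/fl mice the 10 genes per direction with the largest fold change at an adjusted p under 0.05. Predicted genes were not named. Genes given for single arrays, Krt19 and the genes shared by the tissues were chosen after their values were seen.

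The procedure was tested on simulated data for the same 16665 genes, with 200 genes changed. At log2 changes of 1, 2, 3 and 4 (50 genes each) limma recovered 14%, 82%, 96% and 100% in the NP simulation, 2%, 54%, 78% and 90% in the AF simulation, and 2%, 46%, 86% and 88% for the interaction. Of unchanged genes, 2.03% in the NP simulation and 3.79% in the AF simulation passed the thresholds of the study. Normal noise was drawn independently for each gene, so genes shared no deviations of an array. The real arrays do share them, so these rates need not hold for the data. Other splits of the real NP arrays gave 198 to 728 genes past the thresholds.

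Alternatives were no filter or a stricter filter on low signal, quantile normalization, centring each array on its median, array weights, a trended and robust eBayes, SAM, 1 fit over all arrays, the replicate number as a block, every probe set tested, and leaving out each array. Leaving out 2 arrays of a tissue together, protein-coding genes alone, and genes over background alone were added after the data were seen. The count of genes was recomputed for all 35 splits of the 8 arrays of a tissue into groups of 4, and for 100 drawn regroupings for the interaction.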

Results

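SIRT6 is a nuclear NAD-dependent deacetylase that removes acetyl groups from histone H3. The study deleted Sirt6 in aggrecan-expressing cells of adult mice (cKO) and compared their intervertebral discs with those of floxed mice without the deletion (fl/fl) at 24 months of age. The nucleus pulposus (NP), the gelatinous core of the disc, and the annulus fibrosus (AF), the lamellar ring around it, were profiled on separate Clariom S arrays. Each of the 4 groups held 4 arrays, and each array carried the pooled NP or AF of a single mouse. The deposited table held log2 signals for 28846 probe sets on 16 arrays, and 16665 named genes entered the tests. Most of the signal lay near background. The median log2 signal was 4.41 to 4.49 on NP arrays and 4.93 to 5.0 on AF arrays, while the median of the 23 background control probe sets was 4.28 to 4.33 and 4.65 to 4.83. Between 15.5% and 17.8% of named probe sets were at least 2-fold over that background on NP arrays, and between 17.4% and 22.6% on AF arrays. The area under the curve for telling 1324 exon control probe sets from 5222 intron control probe sets was 0.456 to 0.562 on NP arrays and 0.424 to 0.519 on AF arrays, where 0.5 means no separation. Correlations across genes between pairs of arrays ranged from 0.605 to 0.822 in NP and from 0.369 to 0.717 in AF. The number of arrays limited the precision of every value given here.

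The Sirt6 probe set did not tell the genotypes apart by an exact test on 4 arrays against 4. In NP the log2 signal of Sirt6 was 3.94 ± 0.40 in cKO and 3.96 ± 0.24 in fl/fl mice (SD, n = 4 each), a log2 difference of -0.03 with a two-sided exact permutation p of 0.83. In AF it was 4.20 ± 0.62 in cKO and 4.69 ± 0.29 in fl/fl mice (SD, n = 4 each), a log2 difference of -0.50 with an exact permutation p of 0.20. In AF, 3 of the 4 cKO arrays (3.39, 4.12 and 4.38) lay below the lowest fl/fl array (4.49) and cKO array 3 (4.89) did not. Without cKO array 3 the AF log2 difference was -0.73 at an exact permutation p under 0.05. Without cKO array 1 it was -0.23. In NP the sign turned without fl/fl array 3 or 4 or cKO array 1, 2 or 3 (-0.23 to 0.055 over the 8 arrays left out in turn). The smallest p that 4 arrays against 4 can give is 0.0286. The Sirt6 signal was 2-fold over background on 0 of 8 NP arrays and 0 of 8 AF arrays. Its position relative to the deleted exons was not analysed here, so it does not check the genotype labels.

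**Figure D1:**
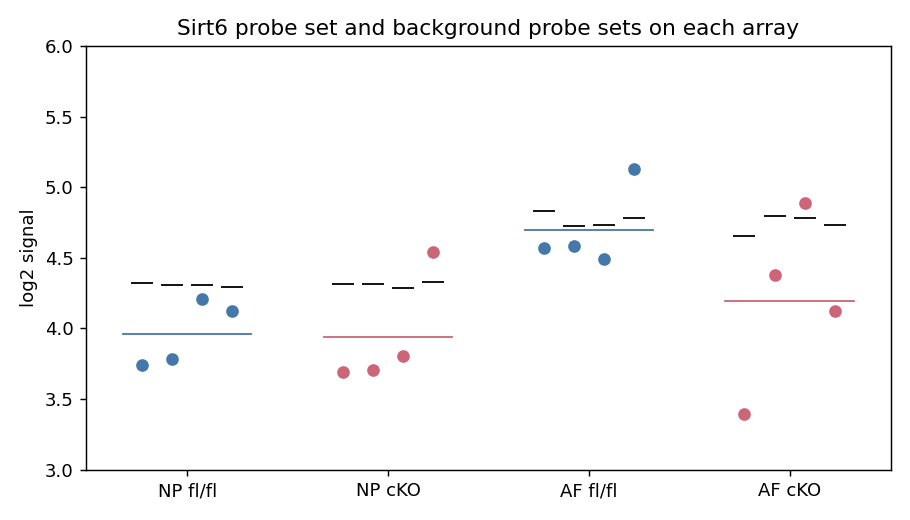
Log2 signal of the Sirt6 probe set on each of the 16 arrays (points, 4 per group) with the group mean (horizontal line) and the median of the background control probe sets on the same array (black dashes). The NP points lie between 3.69 and 4.54 and the AF points between 3.39 and 5.13, around their background.

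To see which transcripts differed in the NP after Sirt6 loss, cKO and fl/fl NP arrays were compared gene by gene. The genes furthest apart for their spread were higher in cKO for Hspb11, an intraflagellar transport protein, at 6.10 ± 0.20 against 4.54 ± 0.49 (log2 signal, SD, n = 4 each), and for Apex1, the apurinic endonuclease of base excision repair, at 6.22 ± 0.34 against 4.93 ± 0.32. Znrf3, a ubiquitin ligase that removes Wnt receptors from the cell surface, read 8.18 ± 0.31 against 7.14 ± 0.25, and the transcription factor gene Aire read 6.17 ± 0.71 against 4.74 ± 0.34. On the lower side were Ndufb11, a subunit of respiratory complex I, at 4.02 ± 0.30 in cKO against 5.71 ± 0.74, and Snx6, a sorting nexin of endosomal retrieval, at 3.86 ± 0.56 against 5.44 ± 0.47. Fgf10, a secreted growth factor, read 5.55 ± 0.13 against 6.51 ± 0.30, and Ppp1r11, an inhibitor of protein phosphatase 1, read 5.40 ± 0.10 against 6.54 ± 0.34. Caskin1, Zfp398, Qrich1, Plekho1, Zmiz1, Heatr3, Msl1 and Mfsd13a had log2 differences of 1.10 to 1.39. Olfr178, Vps45, Acp1, Rad54l2, Usp7, Usp17ld, Olfr849 and Naip5 had log2 differences of -1.58 to -0.87.

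None of these NP genes passed correction. limma called 0 of 16665 genes at an adjusted p under 0.05 (lowest adjusted p = 0.934), with 823 genes at an unadjusted p under 0.05 where 833 are expected by chance, and Significance Analysis of Microarrays (SAM) called 0. At the thresholds stated by the study, an unadjusted p of at most 0.05 and a fold change of at least 1.75, 398 genes differed, of which 235 were higher and 163 lower in cKO (59.0% higher). Of the 398, 126 were 2-fold over background on at least 4 of the 8 arrays. The groups did not overlap for 468 genes, or 2.81%, where chance gives 2.86%. The share of higher genes was 50% or less when any of the 4 fl/fl arrays or cKO array 3 was left out (45.0% without fl/fl array 2), and the count of 398 became 653 without cKO array 2 and 710 without cKO array 4.

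**Figure D2:**
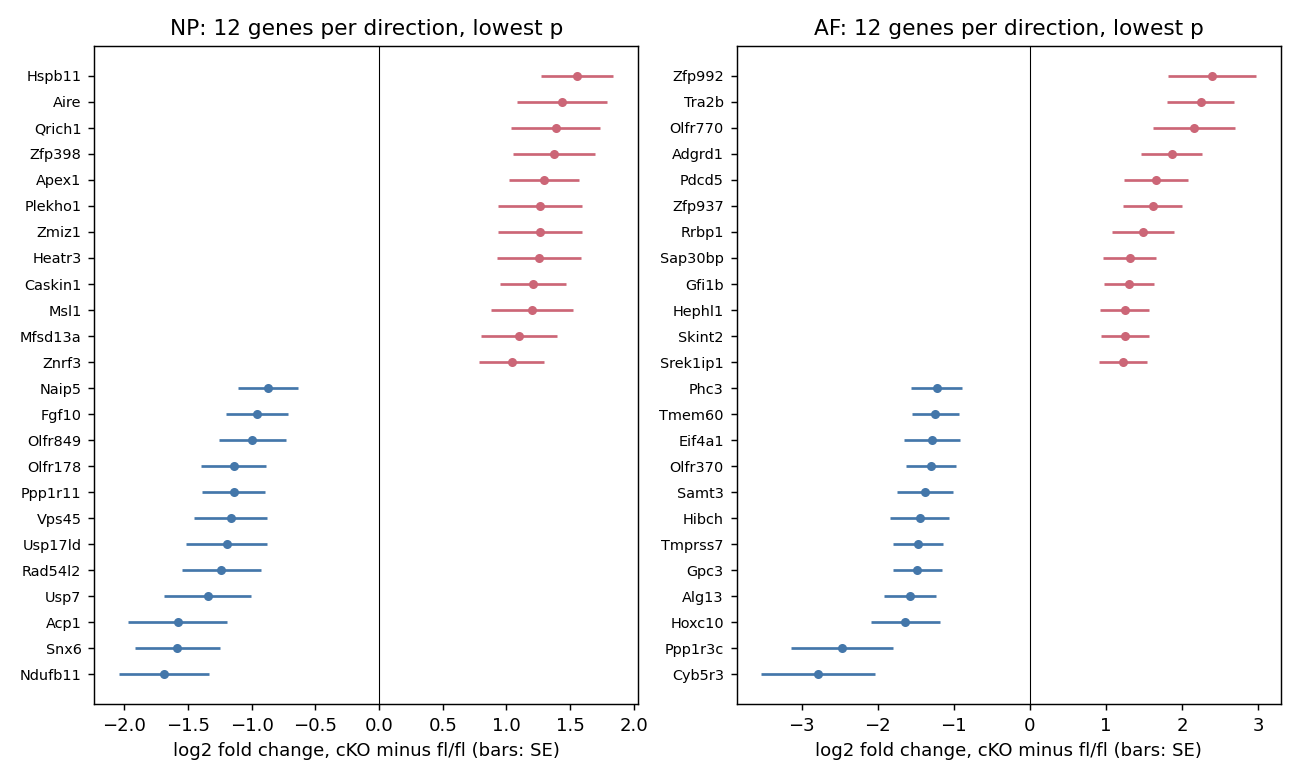
Log2 fold change, cKO minus fl/fl, of the 12 genes per direction with the lowest unadjusted p among those past the study's thresholds in NP (left) and AF (right). Points are limma estimates from 4 arrays per genotype and bars are their standard errors, and none of these genes passed correction (lowest adjusted p 0.934 in NP and 0.984 in AF).

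The transcripts of proteins that the study stained for did not pass correction in NP either, whether adjusted over all genes or adjusted over the list alone (lowest 0.184 over 14 measured members). Of the 14, 8 had positive and 6 negative differences. Cdkn1a, which encodes the cell cycle inhibitor p21, read 4.04 ± 0.37 in cKO and 5.22 ± 0.90 in fl/fl (log2 signal, SD, n = 4 each). This was past the study's thresholds (limma unadjusted p = 0.0132). The study reports p21 protein higher in cKO discs, the opposite direction. Acan, the large aggregating proteoglycan of the disc, read 8.91 ± 2.53 against 6.69 ± 0.78, with cKO arrays 1 and 3 far above the others. The log2 differences were -0.16 for the cytokine gene Il6, 0.15 for Il1b and 0.22 for Tgfb1. They were -0.22 for the histone variant gene H2ax and 0.01 for Col10a1. Il6, H2ax and Col10a1 were 2-fold over background on 0 of 8 NP arrays, Cdkn1a and Tgfb1 on 2 and Il1b on 4. Their values therefore do not show that the RNA was unchanged. Map1lc3b, an autophagosome protein, read 5.37 ± 2.01 against 3.90 ± 0.32, again with cKO arrays 1 and 3 (7.64 and 6.50) above the other 6 NP arrays (3.50 to 4.18). Map1lc3a, also an LC3 gene, read 6.16 ± 0.72 against 6.03 ± 0.38 and was over background on 8 of 8 arrays. Txnip read 7.87 ± 2.76 against 8.56 ± 1.35 and was over background on 7 of 8. The proteins stained in discs were chosen by the study on the same genotypes, so the list is not independent evidence of direction. LC3, the protein of Map1lc3a and Map1lc3b, and TXNIP, the protein of Txnip, were instead measured in rat NP cells after Sirt6 knockdown. The study reports LC3 lower and TXNIP higher in those cells.

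Of 43 gene lists, camera called 1 in NP, the skeletal muscle list, which was higher in cKO (adjusted p = 4.7e-06, or adjusted p = 0.81 with an estimated correlation, and adjusted p = 0.80 by fry). Of its 31 measured members, 25 had positive and 6 negative differences, and 0 passed correction over all genes or adjusted over the list alone. Pygm, muscle glycogen phosphorylase, read 6.51 ± 0.98 in cKO against 5.07 ± 0.33 (log2 signal, SD, n = 4 each), Myh4, a fast myosin heavy chain, read 7.51 ± 3.08 against 4.49 ± 0.17, and Cacna1s, the calcium channel of the muscle fibre, lay lower at 4.04 ± 0.30 against 4.95 ± 0.58. The mean of the list was 5.85 on cKO array 1 and 5.84 on cKO array 3 and lay between 4.61 and 4.88 on the other 6 NP arrays. Without those 2 arrays the list was not called (adjusted p = 0.802), an alternative chosen after the data were seen. The muscle list was included because muscle genes, Myh4, Myh8 and Pygm among them, had been seen among the NP genes that the study shows as changed on these same arrays, so its call is not independent evidence.

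Lists drawn from the themes that the study names were not called by camera in NP. In the base excision repair list, 3 of 20 measured members were at an unadjusted p under 0.05, all higher (Apex1, Polb and Fen1, with log2 differences of 1.30, 0.84 and 0.76), and Apex1 was at 0.0092 adjusted over the list alone (camera adjusted p = 0.526). Polb is the gap-filling polymerase and Fen1 the flap endonuclease of that pathway. In the histone acetyltransferase list, 4 of 20 were at an unadjusted p under 0.05, all higher (Msl1, Kat6b, Kat2a and Ing5, with log2 differences of 1.20, 1.13, 0.87 and 0.54), and 0 passed adjusted over the list alone (camera adjusted p = 0.409). Kat6b is the acetyltransferase MORF and Kat2a is GCN5. In the cohesin list, 3 of 13 were at an unadjusted p under 0.05, 1 higher (the acetyltransferase gene Esco1, log2 difference 1.11) and 2 lower (the acetyltransferase gene Esco2 at -0.85 and the core subunit gene Smc1a at -0.81). Esco1 and Esco2 passed adjusted over the list alone (lowest 0.0369, camera adjusted p = 0.958). Over the 43 lists, 3 members passed in this way in NP: Apex1, Esco1 and Esco2. This adjustment does not correct for the number of lists, so chance is not excluded for them. Of 25 NF-kB genes 1 was at an unadjusted p under 0.05 (Icam1, log2 difference 0.75), and of 31 proteasome genes 2 were (Usp14 at 0.93 and Psmc5 at 0.58). The study found DNA damage, histone modification, cohesin, NF-kB and proteasome themes on the same NP arrays, so these lists are not independent evidence of direction. Its DNA glycosylase theme, the nearest to base excision repair, was reported higher in AF. There 9 of 20 measured base excision repair members were positive, with 0 at an unadjusted p under 0.05 (camera adjusted p = 0.703). The list of secreted senescence factors (SASP) had 3 higher members (Mmp12, Icam1 and Vegfa) and 1 lower (Mmp10) of 38 at an unadjusted p under 0.05, with a camera adjusted p of 0.958.

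Several disc transcripts were spread across the 4 cKO NP arrays more than across the 4 fl/fl NP arrays. The intermediate filament gene Vim read 13.3 on cKO array 1 and 13.3 on cKO array 3 against 4.01 to 5.63 on the other 6 NP arrays, and Acan read 10.8 and 11.3 against 5.61 to 7.38. Sox9, the chondrogenic transcription factor, read 9.19 and 9.33 against 3.63 to 5.24, and Ldha, lactate dehydrogenase A, read 11.8 and 11.4 against 7.02 to 8.10. On the other 6 NP arrays, the 4 fl/fl arrays among them, Vim and Sox9 lay near the background median of 4.28 to 4.33. They were hardly detected there. Of 27 measured cartilage matrix genes 6 were higher on both cKO arrays 1 and 3 than on the other 6. So were 11 of 29 glycolysis and hypoxia genes and 21 of 53 cytosolic ribosomal protein genes. The cartilage genes Cnmd (4.15 and 4.35 against 3.94 to 6.33), Chad (4.05 and 4.62 against 3.82 to 4.64) and Cytl1 (5.10 and 5.44 against 4.74 to 5.88) were not. The mean of the cytosolic ribosomal protein list was 9.11 and 8.83 on these 2 arrays, 6.20 and 5.94 on cKO arrays 2 and 4, and between 6.90 and 8.28 on the fl/fl arrays. The first principal component of NP, 30.3% of the variance, placed cKO arrays 1 and 3 at 61.4 and 61.5 and the others between -32.2 and -4.30, with an exact permutation p of 0.43 for genotype. Without cKO arrays 1 and 3, 616 genes passed the study's thresholds, 146 of them among the 398, and limma called 1 gene, a ribosomal protein gene. The 2 arrays were left out because ribosomal protein genes, among others, were high on them, so this call follows from that choice and is not evidence of a lower level in cKO.

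**Figure D3:**
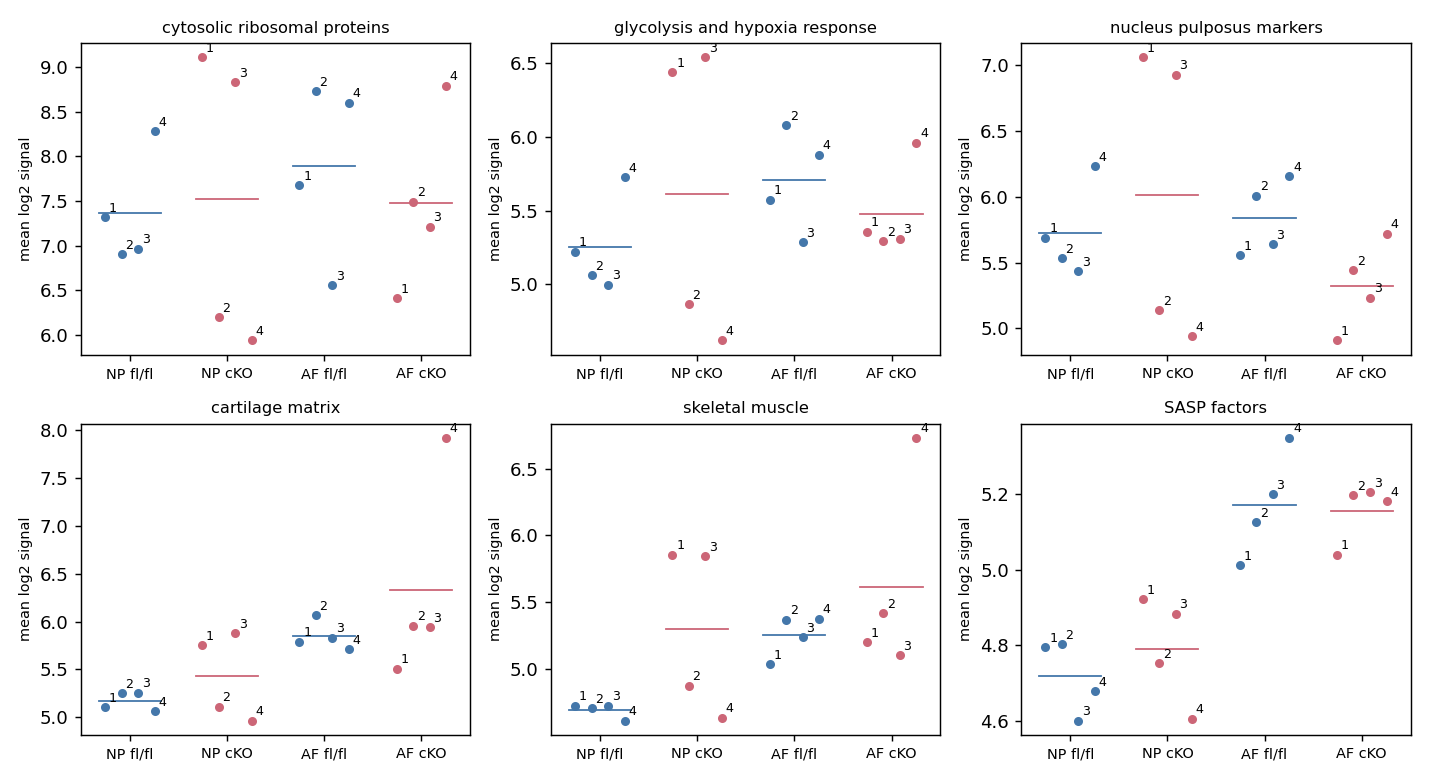
Mean log2 signal of the measured members of 6 gene lists on each array (points, numbered by replicate) with the mean of each group of 4 (horizontal line). On cKO NP arrays 1 and 3 the ribosomal list reads 9.11 and 8.83, and on AF cKO array 4 the cartilage matrix list reads 7.92 and the skeletal muscle list 6.73.

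The same comparison was made in the AF. Tra2b, a splicing regulator, read 6.99 ± 0.65 in cKO against 4.75 ± 0.72 in fl/fl (log2 signal, SD, n = 4 each), and the zinc finger gene Zfp992 read 8.40 ± 0.83 against 6.01 ± 1.18. Adgrd1, an adhesion G protein-coupled receptor, read 7.63 ± 0.74 against 5.77 ± 0.30, and Rrbp1, a ribosome-binding protein of the endoplasmic reticulum, read 5.86 ± 0.79 against 4.37 ± 0.18. Lower in cKO were Cyb5r3, a cytochrome b5 reductase, at 6.42 ± 1.44 against 9.20 ± 1.37, and Ppp1r3c, a glycogen-targeting subunit of protein phosphatase 1, at 5.69 ± 1.20 against 8.17 ± 1.29. Gpc3, a cell surface heparan sulfate proteoglycan, read 4.44 ± 0.26 against 5.92 ± 0.33, and Hoxc10, a posterior homeobox gene, read 4.66 ± 0.80 against 6.30 ± 0.63. Zfp937, Olfr770, Skint2, Gfi1b, Pdcd5, Hephl1, Srek1ip1 and Sap30bp had log2 differences of 1.22 to 2.16. Alg13, Tmprss7, Tmem60, Olfr370, Samt3, Hibch, Phc3 and Eif4a1 had log2 differences of -1.58 to -1.23.

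None of the AF genes passed correction. limma called 0 of 16665 genes at an adjusted p under 0.05 (lowest adjusted p = 0.984), with 667 at an unadjusted p under 0.05, and SAM called 0. At the study's thresholds 590 genes differed, 329 higher and 261 lower in cKO (55.8% higher), and 165 of them were 2-fold over background on at least 4 of the 8 arrays. The groups did not overlap for 435 genes, or 2.61%, where chance gives 2.86%. The share of higher genes was 49.7% after quantile normalization and 43.5% without fl/fl array 1.

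Of the 43 lists, camera called 0 in AF, 0 with an estimated correlation, and fry called 0. The lists nearest to a call were the NP markers (adjusted p = 0.083, or adjusted p = 0.889 with an estimated correlation) and the cytosolic ribosomal proteins (adjusted p = 0.083, or adjusted p = 0.889 with an estimated correlation), both lower in cKO, with 9 of 13 and 36 of 53 measured members negative. Cdh2, the N-cadherin of notochordal NP cells, read 5.85 ± 0.45 in cKO against 7.01 ± 0.35 (log2 signal, SD, n = 4 each), and Vim read 3.97 ± 0.50 against 5.41 ± 1.56, a log2 difference of -1.44 that was -0.72 without fl/fl array 4 (7.56). Among oxidative phosphorylation genes, 5 of 44 were higher and 2 lower at an unadjusted p under 0.05, among them Cox5b and Ndufb10 at log2 differences of 1.01 and 1.23 and Atp5b and Ndufa9 at -1.69 and -1.36. Among 29 glycolysis and hypoxia genes, Vegfa and P4ha2, a collagen prolyl hydroxylase, lay higher at 0.94 and 1.11, and Aldoa and Pdk1 lower at -1.60 and -1.13. Of the epidermis list, Sbsn and Krtdap lay lower in cKO at -3.34 and -1.17. In the osteoclast list Itgb3, the vitronectin receptor subunit, had a log2 difference of 1.17 and passed adjusted over the list alone (0.0343). It was the 1 member to pass in this way over the 43 lists in AF, without correction for the number of lists. Of the study's 14 measured protein markers, 7 had positive and 7 negative differences. None was at an unadjusted p under 0.05, and 0 of 14 passed adjusted over the list alone. Cdkn1a, Col10a1 and Il6 were among the lower ones, at log2 differences of -0.98, -0.98 and -0.48. On cKO array 4 the growth cartilage genes Cytl1, Cnmd and Chad read 17.6, 15.7 and 14.2, and the cartilage matrix list mean was 7.92 against 5.51, 5.96 and 5.94 on cKO arrays 1 to 3, while cKO array 1 had a correlation across genes of 0.520 with the mean of the other AF arrays, against 0.666 to 0.808 for the others. Without cKO arrays 1 and 4, an alternative chosen after the data were seen, 589 genes passed the thresholds, 237 of them among the 590, and 70.3% were higher.

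Whether the genotype effect differed between the tissues was tested with all 16 arrays. limma called 0 of 16665 genes for the interaction (lowest adjusted p = 0.988), with 687 at an unadjusted p under 0.05. Tra2b had a log2 difference of cKO minus fl/fl that was lower in NP than in AF by -3.12, with group means of 5.74 and 6.62 in cKO and fl/fl NP and 6.99 and 4.75 in cKO and fl/fl AF. Gfi1b, a transcriptional repressor of blood cell development, had an interaction of -1.88, and Tfg, Dtl and Scgb2b6 had interactions of -2.59, -1.86 and -2.58. Tmprss7, Alg13, Hibch, Lap3 and Fads1 had interactions of 1.72, 1.91, 1.96, 2.29 and 2.02. Across genes, which are not independent replicates, the NP and AF log2 fold changes had a correlation of 0.071. At the study's thresholds 19 genes passed in both tissues, 11 in the same direction, where independent lists would share 7.19, and 8 in opposite directions. Zc3h6, Fam133b, Cycs, Zfp111, Pdcd5, Zmiz1, Eif4b, Abcc5 and Vegfa lay higher and Nap1l1 and Anxa8 lower in cKO in both tissues. Vegfa, the vascular growth factor, had log2 differences of 2.39 in NP and 0.94 in AF, but in NP it read 9.16 ± 2.82 against 6.78 ± 0.85 (log2 signal, SD, n = 4 each), with cKO arrays 1 and 3 at 10.99 and 12.15 and cKO arrays 2 and 4 at 6.85 and 6.67, within the fl/fl range of 6.04 to 7.86. Eif4b, Pdcd5 and Abcc5 were also highest in NP on cKO arrays 1 and 3 (10.6 and 9.83, 8.05 and 6.58, 5.68 and 6.76). So were Zmiz1 (5.70 and 6.67) and Cycs (6.895 and 8.201), with the next highest NP array close at 5.59 and 6.886. Nap1l1, a histone chaperone, had log2 differences of -1.80 and -2.71, and in NP cKO arrays 2 and 4 alone were low (7.75 and 8.38), while cKO arrays 1 and 3 (11.3 and 10.9) lay within the fl/fl range of 10.4 to 12.6. Its NP difference was -1.19 without cKO array 2.

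The NP was also compared with the AF within each genotype. The NP arrays as a whole read lower by a median log2 shift of -0.50 in fl/fl and -0.53 in cKO, and whether the tissues were normalized together is not given in the sources used here, so differences are reported relative to that shift. With each array centred on its median, limma called 117 genes in fl/fl, 63 higher and 54 lower in NP, and 239 in cKO, 120 higher and 119 lower. The fl/fl count was 18, 38, 27 and 17 without NP fl/fl array 1, 2, 3 or 4, 30 without AF fl/fl array 4 and 290 without AF cKO array 1, and the cKO count was 52, 130 and 60 without NP cKO array 1, 2 or 3 and 96, 94 and 151 without AF cKO array 2, 3 or 4. On the deposited scale the counts were 2330, with 2.40% higher in NP, and 3025, with 2.81% higher. Among the genes called in fl/fl on both scales, Tmem165, a Golgi membrane protein, was higher in NP by 2.30 after centring (adjusted p = 0.0118), Cwf19l2 by 2.31 (adjusted p = 0.0117), Hspb1, a small heat shock protein, by 2.42 (adjusted p = 0.0223), Cd164 by 3.96 (adjusted p = 0.0256) and Tra2b by 2.37 (adjusted p = 0.0361). Sprr2j-ps, a pseudogene of the epidermal cornified envelope family, was lower in NP by -3.22 (adjusted p = 0.00957), Wwp2, a ubiquitin ligase of cartilage, by -2.39 (adjusted p = 0.0203), Olfr193 by -2.47 (adjusted p = 0.0203) and Ppp1cc by -2.91 (adjusted p = 0.0213). Gng12, Laptm4b, Ergic2, Gnai2 and Pmp22 on the higher side and Carhsp1, Ivns1abp, Ppp6c, Ppa1, Hip1r and Rbbp6 on the lower side were called on the deposited scale alone. The NP marker keratin Krt19 read 6.21 ± 0.53 in NP and 4.87 ± 1.13 in AF of fl/fl mice (log2 signal, SD, n = 4 each), with an adjusted p of 0.0819 after centring. The lists of NP markers and AF markers were not called between the tissues of fl/fl mice (adjusted p = 0.570 and 0.942, and adjusted p = 0.973 for both with an estimated correlation).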

Values the study reported

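For these arrays the study called genes changed at a P of at most 0.05 and a fold change of at least 1.75. An FDR under 0.05 and a fold change over 1.5 were its thresholds for RNA sequencing of rat NP cells. RNA was taken forward to the arrays when its integrity number was above 4. More genes were reported up than down in both tissues of the knockout mice.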

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

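The tests of receptor genes, of NP tissue in the AF sample, and of regrouping for the interaction, the tissue contrasts on the deposited scale, the gene lists and the overlap were chosen before their results were seen, and all other tests given here after. Of 196 sets of 4 arrays checked for a single array far from the other 3, 8 had one, where chance gives about 9.8 (1 in 20).

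The count of genes past the study's thresholds did not set the real grouping apart. In NP, 15 of the 35 splits of the 8 arrays gave as many genes as the 398 of the genotypes, and the highest other split gave 728. In AF, 23 of 35 gave as many as 590, with 870 as the highest other, so chance cannot be excluded in either tissue. Odorant, vomeronasal and trace amine receptor genes are not known to be used by disc cells. In NP they passed the thresholds at 0.476 times the rate of other genes (15 of 1267 against 383 of 15398, Fisher's exact p = 0.00208). This fell under the limit set beforehand against signal at background as the whole source of the NP count. It does not decide the question, since a fold threshold passes fewer genes of small spread and the ratio was not computed for the other splits. Fisher's test also takes genes as independent, and they share the 8 arrays. In AF the ratio was 1.22 (54 of 1267 against 536 of 15398, Fisher's exact p = 0.154), so signal at background is a candidate source of the AF count, and a genotype effect stays open in both.

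Other results of the comparisons were set against regroupings too. The larger of the shares higher or lower was matched in 17 of 35 splits in NP (59.0%, highest other 75.5%) and in 18 of 35 in AF (55.8%, highest other 72.3%). As many gene lists were called in 24 of 35 splits in NP (1, highest other 7). For the overlap of the tissues, 9 of 35 gave as large a correlation (0.071, highest other 0.129) and 13 of 35 as many shared genes (11, highest other 20), so chance cannot be excluded for any of these. Where limma or camera called 0 the splits decide nothing, since any split gives at least 0: 35 of 35 for genes in NP and 35 of 35 in AF (highest other 10 and 2, with 823 and 667 genes at an unadjusted p under 0.05 and 0 by SAM in the real grouping), 35 of 35 for the lists in AF (highest other 6) and 100 of 100 for the interaction (highest other 12). For NP against AF on the deposited scale, 1 of 35 splits, the real one, gave as many genes in fl/fl (2330, highest other 1) and in cKO (3025, highest other 19), which an offset between the tissues alone would fix. With each array centred, 1 of 35 gave as many in fl/fl (117, highest other 1) and in cKO (239, highest other 15). This is the smallest share that 35 splits can give. Regrouping did not give such counts, but normalization of the tissues apart stays open, since it could set single probe sets apart in ways that centring leaves.

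The means of the cytosolic ribosomal protein, glycolysis and cartilage matrix lists stood high on NP cKO arrays 1 and 3 (with 21 of 53, 11 of 29 and 6 of 27 members higher on both than on the other 6), and 196 genes were higher on both arrays than on each of the other 6 by at least 1 on the log2 scale, while any other pair of NP arrays had at most 15 such genes. The ribosomal means of cKO arrays 2 and 4, 6.20 and 5.94, lay below those of the 4 fl/fl arrays, 6.90 to 8.28. Of the muscle genes, which no other list holds, 13 of 31 measured members were higher on both arrays than on the other 6. Of 10 abundant fast-muscle transcripts 6 were, 3 of them by at least 1 on the log2 scale (Myh4, Atp2a1 and Pvalb, at 10.7, 9.66 and 6.27 on array 1), but 6 of the 10 responded on AF cKO array 4, so muscle cannot be told apart from the probe sets' response. These 10 transcripts and the limits of the test were set after their values were seen. More RNA signal on these arrays cannot be told apart either: 3 other NP arrays had as large a share of probe sets over background, a share that normalization between arrays would even out, while the 2 arrays had the highest separation of exon from intron controls (0.562 and 0.533). Muscle as a source of the other genes, and a difference between mice in the extent of deletion or degeneration, stay open and were not tested.

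AF cKO array 1 had a correlation of 0.520 with the mean of the other AF arrays and stood apart from the other 3 cKO arrays. It was the lowest of the 8 AF arrays in 4 of 4 hybridisation controls (by 0.20 to 1.5 on the log2 scale). Weaker hybridisation is therefore a candidate explanation, but not all signals of the array were low. Its share of named probe sets 2-fold over background was 22.63%, against 17.43% to 22.58% on the other AF arrays. It had 54 log2 signals over 19, against 19 to 32 on the others. It was the lowest in 0 of 4 poly-A controls, which argues against weaker amplification or labelling, although the 8 spiked controls were first taken as 1 set, in which the array was lowest in 4 of 8, and were divided after their values were seen. The array correlated with the mean of the other AF arrays more than with the mean of the NP arrays by 0.0871. This was the result set beforehand to go against NP tissue in the sample. Each other AF array had the same order (0.666 to 0.808 against 0.579 to 0.726). A part of NP tissue, or tissues normalized apart, could leave that order, so some NP tissue is not excluded. A difference of that mouse stays open and was not tested.

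The remaining single arrays that lay far from the other 3 of their group are given as values. The SASP list averaged 5.04 on AF cKO array 1. Endoplasmic reticulum chaperone genes averaged 5.06 on AF fl/fl array 4. Glycolysis and hypoxia genes averaged 5.96 on AF cKO array 4. Interferon response genes averaged 4.79 on NP fl/fl array 1. Skeletal muscle genes averaged 4.61 on NP fl/fl array 4. Sirt6 read 4.54 on NP cKO array 4 and 5.13 on AF fl/fl array 4.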

How the results depend on the processing

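Leaving out 2 arrays together, protein-coding genes alone, genes over background alone and the estimated correlation with a block or with arrays left out, and the centred counts without single arrays were chosen after the results were seen. limma called 0 genes in NP under 20 of 21 alternatives (1 without cKO arrays 1 and 3), 0 in AF under 21 of 21 and 0 for the interaction under 24 of 24, and the correlation between the tissues stayed between 0.015 and 0.088 under 12 alternatives. The count of 398 in NP was 616 without cKO arrays 1 and 3, 85 for genes over background alone, and 342 to 710 when 1 array was left out. The 590 in AF became 122 for genes over background alone. Of the 398 and 590, 126 and 165 were over background, and 85 and 122 of these passed when fitted alone, where the prior standard deviation of limma was larger (0.491 against 0.429 in NP, 0.633 against 0.564 in AF) and its prior degrees of freedom fewer (3.33 against 5.94, 4.98 against 6.53). The share higher in NP was 64.1% with 1 fit over all arrays, 64.0% after centring, 51.9% without cKO arrays 1 and 3, 52.9% for genes over background, and 45.0% to 68.9% without single arrays, under 50% without fl/fl array 1 (45.2%), 2 (45.0%) or 3 (47.0%) or cKO array 3 (48.5%) and 50% without fl/fl array 4. In AF it was 62.0% with the stricter filter, 49.7% after quantile normalization, 70.3% without cKO arrays 1 and 4, 62.3% for genes over background, and 43.5% to 67.3% without single arrays. NP against AF gave 173 genes after quantile normalization (59.5% higher in NP) and 117 after centring (53.8%) in fl/fl, and 191 (59.2%) and 239 (50.2%) in cKO. Without single arrays the centred counts were 17 to 290 in fl/fl and 52 to 280 in cKO, and the deposited-scale counts of 2330 and 3025 were 1346 to 2842 and 1450 to 3201. On the deposited scale the fl/fl count was 1363, 1414, 1384 and 1346 when NP fl/fl array 1, 2, 3 or 4 was left out, and the cKO count was 1450 and 1624 without NP cKO array 1 or 3.

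Gene lists called in NP numbered 0 with an estimated correlation, 0 by fry, 5 without cKO arrays 1 and 3 (ribosomal proteins, collagens, glycolysis, oxidative phosphorylation and NP markers, each lower, where ribosomal, glycolysis and NP marker genes are among those for which the arrays stood apart, so these calls follow from leaving them out) and 1 to 3 without single arrays. The ribosomal list was called in opposite directions, lower without cKO array 1 (adjusted p = 0.0205) and, with the glycolysis list, higher without cKO array 4 (adjusted p = 0.00781). The skeletal muscle list was at adjusted p = 0.810, 0.804 and 0.802 under the first 3 of these and at 1.9e-09 to 0.0045 without single arrays. In AF, the ribosomal list was called without cKO arrays 1 and 4 and 0 to 3 lists without single arrays. There the ribosomal list was lower without fl/fl array 3 (adjusted p = 3.8e-08) and without cKO array 4 (adjusted p = 4.1e-08), NP markers were lower without fl/fl array 1 or cKO array 4 (0.0419 and 0.0214), muscle genes were higher without cKO array 1 or 3 (0.0496 and 0.0462), and cartilage matrix and autophagy genes were higher without cKO array 1 (0.0409 and 0.0496). All these calls use the preset correlation. With an estimated correlation camera called 0 lists under each of these settings, with a lowest adjusted p of 0.410 without NP cKO arrays 1 and 3 and 0.727 without AF cKO arrays 1 and 4. The Sirt6 difference in NP was -0.23 to 0.055 without single arrays, above 0 in 5 of 8, and in AF -0.73 to -0.23, at an exact permutation p under 0.05 without cKO array 3. Of named genes past the study's thresholds, 0 of 59 (NP) and 0 of 60 (AF) changed sign over 11 settings. Their selection on these arrays nearly fixes that. Of other named genes, 6 of 129 and 10 of 136 did. Of 380 values of the 20 genes named for NP against AF, 298 kept their call, 82 lost it and 0 reversed.

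Equal replicate numbers gave no sign of pairing the arrays. Deviations of same-numbered NP and AF arrays of a genotype correlated at -0.142 to 0.062. Those of same-numbered fl/fl and cKO arrays of a tissue, which are different mice, correlated at -0.131 to 0.0484. With the number as a block, 461 genes in NP and 673 in AF passed the study's thresholds and 2 AF lists were called at the preset correlation (ribosomal proteins and NP markers, both lower) and 0 at an estimated one (both at adjusted p = 0.847), and the block changed no other call of the genotype comparisons.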

Other observations

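The 2615 gene probe sets without a name here were examined after the named genes, and no hypothesis was tested on them. Of the 2324 that passed the filter, limma called 0 in NP (119 at an unadjusted p under 0.05, lowest adjusted p = 0.358) and 0 in AF (115, lowest adjusted p = 0.814). At the study's thresholds 50 passed in NP and 97 in AF.

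Some of the gene groups not described above are given by their means. In NP the autophagy list had a mean log2 difference of 0.20 (17 of 30 members positive, camera adjusted p = 0.916), which rests on cKO arrays 1 and 3 (list means 5.53 and 5.65), since cKO arrays 2 and 4 (5.0105 and 4.84) lay below the 4 fl/fl arrays (5.0142 to 5.10). Calcoco1, an autophagy receptor, read 5.90 ± 0.49 in cKO against 6.74 ± 0.11 (log2 signal, SD, n = 4 each). The lysosome list had a mean of -0.04 (14 of 27 positive, adjusted p = 0.958), with the lysosomal membrane gene Lamp1 at 5.55 ± 1.12 against 3.86 ± 0.45. The oxidative stress list had a mean of -0.14 (10 of 23 positive, adjusted p = 0.958), with Gstm1, a glutathione transferase, at 5.53 ± 0.91 against 7.05 ± 0.73 and catalase, Cat, at 4.81 ± 0.29 against 4.00 ± 0.41. The endoplasmic reticulum chaperone list had a mean of 0.15 (13 of 23 positive, 3 higher at an unadjusted p under 0.05, adjusted p = 0.773), with list means of 5.34 and 5.25 on cKO arrays 1 and 3 and 5.09 and 4.81 on cKO arrays 2 and 4, against 4.78 to 5.18 on fl/fl arrays. Nucleotide excision repair genes had a mean of 0.10 (12 of 21 positive, 2 higher at an unadjusted p under 0.05, adjusted p = 0.773). The study names both as themes on these arrays, so they are not independent evidence. The IGF and AKT list had a mean of 0.20 (14 of 21 positive, adjusted p = 0.383), which also rests on cKO arrays 1 and 3 (4.95 and 4.81), since cKO arrays 2 and 4 (4.56 and 4.56) lay within the fl/fl range (4.47 to 4.58). Its kinase gene Pdpk1 read 6.48 ± 0.20 against 5.51 ± 0.68. Of the cell types other than muscle, macrophage genes had a mean of -0.13, endothelial genes of 0.02, osteoblast genes of -0.13 and epidermal genes of -0.25, each with an adjusted p of 0.690 or more and, like all NP lists but muscle, not called.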
